A study of Macaca fascicularis with 3 samples.

How the data were processed

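Small RNA was sequenced from the kidney cortex of 3 untreated cynomolgus monkeys (Macaca fascicularis), 1 library per animal. All 3 libraries formed a single group, kidney cortex, with replicate numbers taken from the sample titles, so no comparison between groups was possible. Per the labels' protocols, the animals were between 2 and 3 years of age, 25 to 30 mg of frozen tissue was homogenised per sample, and 5 µg of total RNA was enriched for small RNA. Each library was then made from 12 ng of the enriched RNA with a Life Technologies kit and custom barcode primers. The labels' protocols describe no molecular identifiers, so reads could not be collapsed to molecules.

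The deposited raw table held a whole-number read count for each of 432 mature miRNAs in each library. Per the file headers, the authors mapped reads to the miRNAs of M. fascicularis with 0 mismatches and kept miRNAs having a minimum of 15 reads. The smallest sum over the 3 libraries was 15, so that minimum was applied to the sum and not to each library. The aligner, the release of the miRNA reference, the read trimming and the treatment of reads matching several miRNAs were not stated. Requiring a perfect match leaves out reads with a sequencing error or a variant base, and reads that fit several near-identical miRNAs can be counted for any or all of them. A total over these 432 names is therefore the number of counts assigned to listed miRNAs and not the full depth of the library. The second deposited table held a normalized signal per miRNA and library, which the authors made with edgeR per the file headers. In every library 100% of these values equalled the raw count multiplied by a single factor, within rounding, and the factors were 0.9892, 0.9507 and 1.063 for animals 1, 2 and 3. Multiplied by the TMM factors computed here, they gave 1.00002, 0.99999 and 0.99999, so the authors' signal equals the raw count divided by the TMM factor without the library total. It is not scaled for library size, and its columns sum to 4259649, 4475603 and 4207845. That table also paired 405 of the names with a human miRNA and left 27 without one. The columns holding the sum and average of the libraries were not used, and 0 further columns of per-sample values were present. Genomic positions of the miRNA genes and the sequences of the mature miRNAs were not used here.

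CPM (counts per 1000000) and shares were computed from the raw counts over each library's total of listed counts. Factors for the trimmed mean of M values (TMM) from edgeR 4.0.16 in R 4.3.3 were 1.011, 1.052 and 0.940 for animals 1, 2 and 3. A miRNA was called detected at 10 or more counts in every library. The miRNAs with a mean count of at least 10 numbered 391, and these entered the analyses of spread. The biological coefficient of variation is the square root of the common dispersion from edgeR's estimateDisp with an intercept only, with TMM factors computed over the same miRNAs. Differences between libraries beyond counting error were tested for each miRNA with a chi-square test of homogeneity against the TMM effective library sizes, with Benjamini-Hochberg adjustment over the 391 miRNAs and a threshold of 0.05. This test compares the 3 libraries and not conditions. Spans between animals are the highest over the lowest TMM-scaled CPM. Agreement between animals is given by Spearman's rho and Pearson's r on log2(CPM + 1). For hairpins with both arms listed and a combined mean count of at least 10, the arm with more counts was recorded in each library. The order of neighbouring miRNAs within animals was tested with an exact two-sided sign-flip permutation test over the 3 animals, whose smallest possible p is 0.25. Shares of single libraries carry Wilson 95% confidence intervals. These intervals, and the floor of 3 counts, cover counting error only.

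The miRNAs named are the 10 with the highest mean CPM, the 5 with the largest SD of log2(TMM-scaled CPM + 1) among those with a mean CPM of at least 100, and members of fixed lists with a mean CPM of at least 1. The lists were renal (miR-192, miR-194, miR-204 and miR-215), let-7 with miR-98, miR-30, epithelial (miR-200a, miR-200b, miR-200c, miR-141 and miR-429), vascular (miR-126, miR-143 and miR-145), erythroid (miR-451, miR-144 and miR-486), leucocyte (miR-223, miR-142 and miR-150), liver (miR-122), muscle (miR-1, miR-133a, miR-133b and miR-206) and neuron (miR-124 and miR-9). The lists, the tests behind the reported comparisons and the alternatives were set before the data were examined, with 3 exceptions. Matching miR-122 and miR-124 to the listed names miR-122a and miR-124a, keeping 1 name of each pair with identical counts, and judging changes of the coefficient of variation and of the correlation against the SD of their values in the 3 pairs of animals were settled afterwards. The tests of the low miRNAs of animal 3 among the closing observations, which use deviations between libraries, opposite arms and family pairs, were also chosen afterwards.

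Alternatives covered DESeq2 1.42.0 median-of-ratios size factors, library totals without TMM, the authors' normalized signal, other count minimums and pseudocounts, subsampling to the smallest library, and leaving out each animal in turn. The statistics were tested on simulated data. Over 391 simulated miRNAs, a coefficient of variation of 0.2 was estimated as 0.198 and one of 0.4 as 0.400. The chi-square test called 0 of 391 unchanged miRNAs, and with 200 of 391 changed 2-fold in 1 library it recovered 184 with 5 false calls. These counts held counting error only and were tested against the known library sizes. False calls from an error in the TMM scaling were therefore not covered. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.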

Results

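The miRNA content of the kidney cortex, the outer layer of the kidney that holds the glomeruli and most of the proximal tubules, was profiled in 3 untreated cynomolgus monkeys by small RNA sequencing. The series aimed at a profile of a single tissue, and the comparisons that it allows are between miRNAs and between animals. The libraries of animals 1, 2 and 3 held 4305977, 4707892 and 3957188 counts assigned to the 432 listed mature miRNAs, 12971057 in all. A floor of 3 counts corresponded to 0.697, 0.637 and 0.758 CPM, and 2, 1 and 5 of the listed miRNAs had 0 counts in animals 1, 2 and 3.

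The first question was which miRNAs were present in the tissue. Of the 432 listed miRNAs, 354 reached 10 counts in every library. In single libraries 394, 404 and 370 miRNAs reached this minimum in animals 1, 2 and 3. The alternative that moved the number most was a minimum of 10 CPM in every library, which 269 miRNAs met. Pairs of names with identical counts in all 3 libraries numbered 4, and in these pairs the table cannot separate the members. The pair with the most counts, miR-199a and miR-199a-5p, had 12746, 14386 and 12022 counts in animals 1, 2 and 3. The other pairs were miR-376b-5p with miR-376c-5p, miR-133c-5p with miR-133d-5p, and miR-219 with miR-219-5p. The repeated names held 0.307% of all counts.

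The libraries were dominated by few miRNAs. The 10 most abundant miRNAs took 48.9% ± 1.75 (SD, n = 3) of the counts, with 50.82% in animal 1 (Wilson 95% confidence interval 50.78 to 50.87), 47.42% in animal 2 (47.37 to 47.46) and 48.41% in animal 3 (48.36 to 48.46). Taking the 10 highest miRNAs of each library separately moved the mean most, to 49.99%. The 11 most abundant miRNAs reached 50% of the counts and the top 50 reached 90%. The top 20 took 70.9% ± 1.68 (SD, n = 3). The differences between animals in the share of the top 10 exceeded counting error, since the intervals did not overlap.

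miR-10b-5p was the most abundant miRNA, with a mean of 93794 CPM ± 6198 (SD, n = 3) or 9.38% ± 0.620 of the counts. Its share was 9.15% in animal 1 (Wilson 95% confidence interval 9.13 to 9.18), 8.90% in animal 2 (8.88 to 8.93) and 10.08% in animal 3 (10.05 to 10.11). miR-30a-5p followed with a mean of 65955 CPM ± 13180 (SD, n = 3). miR-30c-5p had a mean of 48682 CPM ± 5121, miR-204-5p 48124 CPM ± 5111, miR-26a-5p 46727 CPM ± 8237 and miR-126 43515 CPM ± 5497. Lower in the order were miR-29b-3p with a mean of 39929 CPM ± 3192, let-7f-5p with 34661 CPM ± 6649, let-7a-5p with 33853 CPM ± 16042 and miR-10a-5p with 33612 CPM ± 4174. For let-7a-5p the animals ranged from 49781 CPM in animal 1 to 17700 CPM in animal 3. Reads of near-identical members of the let-7, miR-30 and miR-10 families could be divided between names in a way the tables do not state, so the levels of single members are uncertain.

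**Figure D1:**
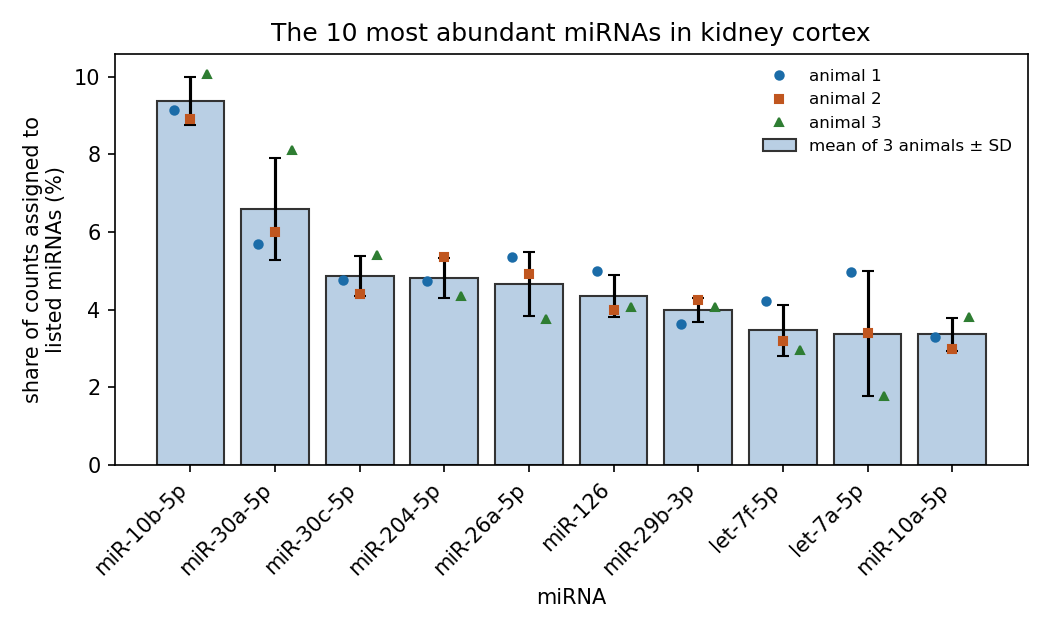
Share of the counts assigned to listed miRNAs (%, vertical axis) taken by each of the 10 most abundant miRNAs (horizontal axis), with bars for the mean of 3 animals, error bars for ± 1 SD and a symbol for each animal. miR-10b-5p lies highest at 9.38%, and the animals lie farthest apart for let-7a-5p.

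Within animals, miR-10b-5p exceeded miR-30a-5p in 3 of 3 animals by a mean log2 difference of 0.52 ± 0.19 (SD), and the exact two-sided sign-flip permutation p was 0.25, the smallest that 3 animals allow. miR-30a-5p exceeded miR-30c-5p in 3 of 3 animals by 0.43 ± 0.17, with the same exact permutation p of 0.25. From the third rank down, no neighbouring pair of the 10 kept its order in all 3 animals, so the order of neighbours there is not resolved. Pairs farther apart were not tested, and miR-30c-5p, for example, exceeded miR-10a-5p in all 3 animals. The top 10 lists of the single libraries shared 7 miRNAs and covered 13.

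The renal list, made of miRNAs described as enriched in kidney, took 5.74% ± 0.446 (SD, n = 3) of the counts. Its largest member was miR-204-5p, followed by miR-194-5p with a mean of 4862 CPM ± 408 and miR-192-5p with 4292 CPM ± 425. miR-215-5p was at 18.9 CPM ± 4.83. The opposite arm of the miR-204 hairpin, miR-204-3p, had 101 and 112 CPM in animals 1 and 2 but 4.80 CPM in animal 3. The let-7 and miR-30 families together took 26.6% ± 1.14 (SD, n = 3). The let-7 family took 13.7%, 10.4% and 7.72% in animals 1, 2 and 3, and the miR-30 family took 14.1%, 15.2% and 18.6%.

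Lists of miRNAs known from particular cell types gave the following shares as means over 3 animals. The vascular list took 7.83% ± 0.674 (SD, n = 3) of the counts, mostly through miR-126 and through miR-145-5p with 28107 CPM ± 9201. The epithelial list took 1.93% ± 0.260, the erythroid list 0.505% ± 0.0696 and the leucocyte list 0.162% ± 0.0105. The epithelial share came from names of miR-200a, miR-200c and miR-429 only, with none of miR-200b or miR-141 among the names counted. The muscle list reached 441 CPM ± 106, of which miR-1-3p made 415 CPM ± 113, and the neuron list 120 CPM ± 12.4. The muscle list did not include miR-133c and miR-133d, of which miR-133c-3p ranged from 18.3 to 37.4 CPM and miR-133d-3p from 36.0 to 50.5 CPM, and these names were added after their values were seen. The liver list consisted of miR-122a-5p at 6.63 CPM ± 2.41.

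The agreement between animals was then measured over the 391 miRNAs with a mean count of at least 10. Spearman's rho across miRNAs, which are not independent replicates, was 0.983 between animals 1 and 2, 0.937 between animals 1 and 3, and 0.944 between animals 2 and 3. Pearson's r on log2(CPM + 1) was 0.988, 0.955 and 0.959 for the same pairs. The biological coefficient of variation from edgeR was 0.438 with all 3 animals. It was 0.498 without animal 1, 0.528 without animal 2 and 0.261 without animal 3, so that this last library decides the value.

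**Figure D2:**
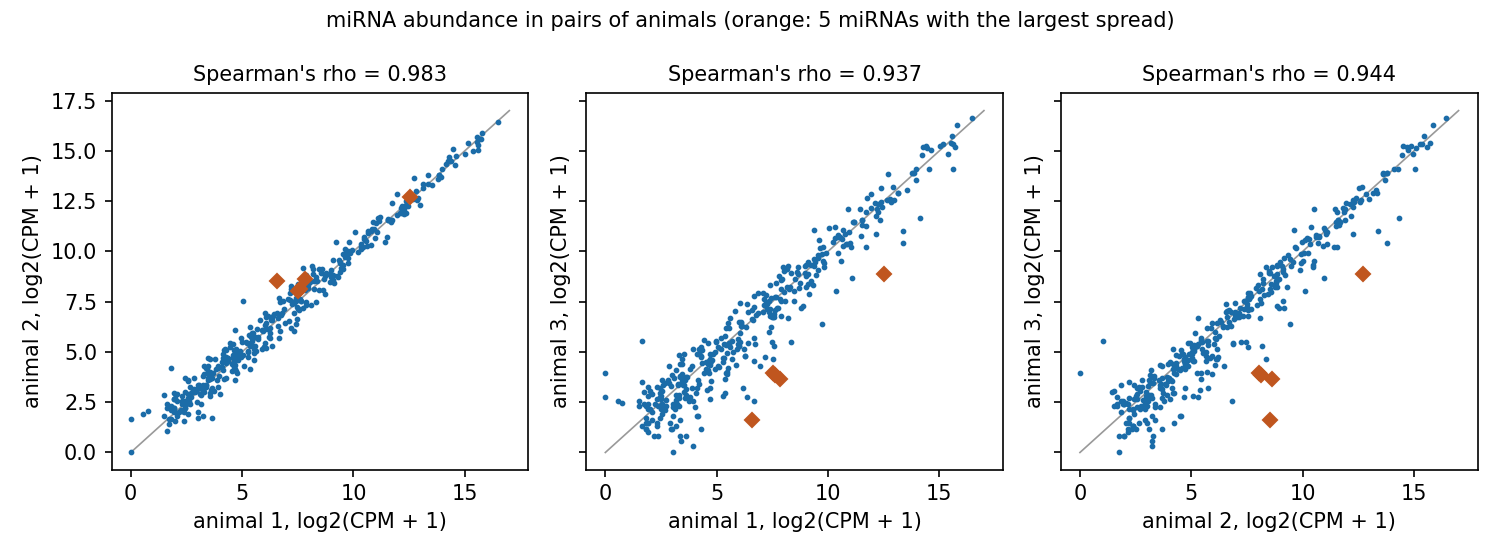
Abundance of the 391 miRNAs in each pair of animals, as log2(CPM + 1) on both axes, with 1 point per miRNA, the line of equality in grey, and the 5 named miRNAs with the largest spread in orange. The pair of animals 1 and 2 lies closest to the line (Spearman's rho 0.983), and in both pairs with animal 3 the orange points lie below it.

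The chi-square test of homogeneity with Benjamini-Hochberg adjustment called 315 of 391 miRNAs different between the 3 libraries. This test sets the spread between separate animals against the counting error of reads without molecular identifiers, and at these depths it called 245 of 259 miRNAs with a mean count of at least 100. Of the settings tried, leaving out animal 3 changed the number most, to 239 of 390. It was 256 of 391 without animal 1 and 292 of 391 without animal 2. A test on fewer libraries and counts has less power, which lowers the number whichever animal is left out. By size, 156 of the 391 miRNAs (39.9%) spanned more than 2-fold between the highest and the lowest animal, and 35 did so without animal 3. Among these 156 miRNAs the lowest value was in animal 3 for 89, in animal 1 for 51 and in animal 2 for 16. The highest value was in animal 3 for 56, in animal 2 for 52 and in animal 1 for 48. miRNAs lying more than 4-fold below both other animals numbered 26 in animal 3, 3 in animal 1 and 0 in animal 2.

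The 5 named miRNAs with the largest spread were all lowest in animal 3. miR-324-5p had 409, 1735 and 8 counts in animals 1, 2 and 3, an SD of 3.51 on the log2 scale. miR-502-3p had 987, 1833 and 46 counts, an SD of 2.59. miR-320a had 832, 1320 and 53 counts, an SD of 2.26. miR-500a-5p had 781, 1215 and 58 counts, an SD of 2.13. miR-107-3p had 25493, 31656 and 1886 counts, an SD of 2.07, and its listed human counterpart is miR-103a-3p, so its reads could be shared with miR-103-3p. With 3 animals and 1 library each, spread between animals and spread between library preparations are not separated.

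The use of hairpin arms was compared within libraries, where scaling between libraries plays no part. Of 122 hairpins with both arms listed, 113 had the same dominant arm in all 3 animals, the 5p arm in 64 and the 3p arm in 49. The dominant arm differed between animals in 9 hairpins, which were those of miR-140, miR-200c, miR-31, miR-331, miR-361, miR-409, miR-491, miR-514b and miR-876. These 9 were named after their values were seen. Those of miR-331, miR-409, miR-491 and miR-876 differed between animals 1 and 2, and the other hairpins differed only in comparisons with animal 3. In some the arms lay a few counts apart, so a switch is not established. The 5p and 3p arms of miR-200c had 8 and 7 counts in animal 3. In animal 2, those of miR-491 had 9 and 11, miR-876 34 and 31, and miR-409 156 and 160. The margin was wide for miR-361, with 3687 and 2179 counts in animal 1 and 325 and 2434 in animal 3. Hairpins with the same arm numbered 116, 114 and 118 without animals 1, 2 and 3, a number that leaving out an animal can only raise. At a combined mean count of at least 100, 105 of 108 hairpins kept the same arm.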

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

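Of 60 recalculated values of the comparison results, 5 moved by more than the spread between animals or, for counts of miRNAs or hairpins, by more than 1.5 times. The number of the others does not measure stability, because many could not have moved that far. Among these are shares with 1 of 3 animals left out, shares and rank correlations under a single factor per library, and counts of detected miRNAs or of hairpins with an animal left out, which can only rise toward the number listed. The 5 values belong to 3 results. For the coefficient of variation and the correlation, the limit was the SD of the same 3 pair values that leaving out an animal returns. The highest of 3 values always exceeds the lowest by more than their SD, so a move of the lowest correlation was fixed beforehand. A move of the coefficient of variation was nearly so. For these results only the animal whose removal gave the move is informative. The biological coefficient of variation of 0.438 ranged from 0.261 to 0.528 across the 3 fits that each left out one animal, and the lowest value was the one without animal 3. The lowest Spearman correlation of 0.937 ranged from 0.937 to 0.983 when one animal was left out, the highest value again being the one without animal 3. The count of miRNAs spanning more than 2-fold fell from 156 to between 35 and 125 when one animal was left out. It was 35 without animal 3, 96 without animal 1 and 125 without animal 2. A range over fewer animals is narrower by construction, which explains a fall in general but not why the 3 values differ. A higher minimum, a mean count of at least 100, left 82 such miRNAs of 259, since it tests fewer miRNAs and leaves out those with few counts.

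The detected miRNAs numbered from 269 to 425 over the count and CPM minimums, and 352 both after subsampling to the smallest library and after keeping 1 name of each pair with identical counts, an alternative chosen after seeing the data. Scaling by DESeq2 size factors or by totals left each result it applied to within those limits. The authors' normalized signal, which is not scaled for library size, gave 145 miRNAs spanning more than 2-fold. No paired analysis was possible because the series has a single group.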

Other observations

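All tests in this part were chosen after the result was seen. The pattern is that many miRNAs were far lower in the library of animal 3 than in the other two. Taking the log2 deviation of each miRNA from the mean of the other two libraries, on TMM-scaled CPM + 1, 26 of 391 miRNAs lay at -2 or below in animal 3, against 2 in animal 1 and 2 in animal 2. At +2 or above there were 3, 4 and 8 miRNAs in animals 3, 1 and 2. These counts are not separate, because an extreme value in one library moves the deviations of the other libraries the opposite way. miR-324-5p, for example, lay at -5.86 in animal 3 and at 4.34 in animal 2. miR-507 lay at 4.03 in animal 3 and at -2.01 in animals 1 and 2.

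The smaller library of animal 3 does not account for it, since 26 miRNAs still lay at -2 or below after the other libraries were subsampled to its total. Scaling between libraries would shift all miRNAs alike, but with totals alone the median deviation of the 391 miRNAs in animal 3 was -0.14. Low counts do not account for it either. At a mean count of at least 100, 19 of 259 miRNAs lay at -2 or below in animal 3 and 0 in each of the other two animals. miR-103-3p, for example, had 45567, 66947 and 5394 counts in animals 1, 2 and 3, and miR-107-3p had 25493, 31656 and 1886. These examples were picked after their values were seen.

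A lower abundance of the hairpins could come through transcription or through another mix of cells in the piece of cortex. It would lower both arms of a hairpin if the ratio of the arms stayed the same. Arms were paired by name and need not come from a single hairpin. The listed human counterpart of miR-107-5p, for example, is miR-103a-2-5p. For the 17 low miRNAs whose opposite arm could be tested, the median log2 deviation of the opposite arms was -0.0047, and 14 of the 17 lay above -1. miR-204-3p lay at -4.10 and miR-204-5p at -0.08. miR-10b-3p lay at -2.65 and miR-10b-5p at 0.29. miR-361-5p lay at -3.08 and its opposite arm at 0.36. The exceptions are both arms of the miR-500a hairpin (-3.67 and -3.15) and miR-130b-3p, at -3.20 with its opposite arm at -1.11. The opposite arm of miR-324-5p lay close to the limit at -0.93. A change of the whole hairpin at an unchanged arm ratio is therefore argued against for most of the 17 but not for these. A mix of cells with other arm ratios was not tested, and the low miRNAs with no opposite arm to test are left open.

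Members of the same family on the same arm resemble each other in sequence, and a loss that follows the mature miRNA would make them deviate together in animal 3 in particular. Pairs were formed by name, from miRNAs with the same number and arm that carry different letters or copy numbers. Names with different numbers, such as miR-103-3p and miR-107-3p, were not paired, so not every relative was compared. Over 127 pairs formed in this way among 121 names, leaving out pairs with identical counts, the correlation of their deviations in animal 3 was 0.455 (permutation p 2e-05, adjusted over 8 coefficients 5.33e-05). It was 0.473 in animal 1 and 0.428 in animal 2, whose deviations share libraries with those of animal 3. The log2 ratio of animal 1 over animal 2, which does not involve animal 3, gave 0.458 (permutation p 1e-05, the smallest the permutations can give, adjusted 4e-05). Family members thus deviated together with or without animal 3, and the correlation does not bear on a loss in its library. Over the 104 pairs of opposite arms the correlation was 0.117, 0.214 and 0.113 in animals 1, 2 and 3 (permutation p 0.236, 0.0282 and 0.241, adjusted 0.241, 0.0376 and 0.241). It was 0.258 for animal 1 over animal 2 (permutation p 0.00788, adjusted 0.0126). The difference between family pairs and opposite arms was not tested, and pairs within a family are not independent. Of the 11 low miRNAs with a partner under this pairing by name, 10 formed 5 pairs with both members low. These were miR-23a-3p with miR-23b-3p, miR-130a-3p with miR-130b-3p, miR-10a-3p with miR-10b-3p, miR-500a-5p with miR-500b-5p, and miR-30b-3p with miR-30c-1-3p. Outside the miR-23 pair, a member of each had few counts in animals 1, 2 and 3. The counts were 61, 40 and 1 for miR-130b-3p and 80, 56 and 5 for miR-10a-3p. They were 72, 105 and 10 for miR-500b-5p and 31, 11 and 0 for miR-30c-1-3p. Other miR-30 members on the 3p arm were not low, miR-30a-3p lying at 0.39, miR-30d-3p at 0.32, miR-30e-3p at -0.22 and miR-30c-2-3p at -0.56. On simulated data with 127 pairs, a shared deviation of 0.6 was recovered as 0.604 and one of 0 as 0.010. The simulated pairs had no names in common and normally distributed values, while the 127 measured pairs overlap among 121 names. The simulation therefore does not cover the measured setting.

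A loss that follows the mature miRNA thus stays open, since the family correlation of 0.455 in animal 3 was matched between animals 1 and 2. Reads shared among near-identical names would raise that correlation in every library. A step at which reads were lost in ligation, sequencing or mapping with 0 mismatches, and a change in the tissue after processing of the hairpin, also stay open. The labels give no batch, and the mature sequences were not used here, so base composition was not tested. The only biological explanation tested was a lower abundance of the hairpins at an unchanged arm ratio, and the labels state no property by which the animals differ. Values that rest on animal 3, such as the coefficient of variation of 0.438 against 0.261 without it, carry this uncertainty.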
